A study of Trametes cinnabarina with 17 samples. Its data were reported in "Visual Comparative Omics of Fungi for Plant Biomass Deconstruction" (2016).

How the data were processed

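Transcript levels were measured in mycelium of *Pycnoporus cinnabarinus* CIRM-BRFM 137, a white-rot fungus, after 3 days of growth in liquid culture. The 17 libraries analysed fall into 6 groups by carbon source. Maltose, pine wood, aspen wood, wheat straw and a mixture of xylans and galactomannans (called xylan-galactomannan) had 3 libraries each, and Avicel, a crystalline cellulose, had 2, numbered 1 and 3. The label of each culture gave its group. According to the labels the maltose medium held 20 g/l maltose, and the 5 other media held 2.5 g/l maltose with 15 g/l of the substrate, so that the substrate and the maltose concentration differ together in every comparison against maltose. The study's text instead calls each substrate the only source of carbon, and this difference was not resolved here.

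The deposited count table holds read counts per gene model that the authors obtained from paired-end Illumina reads of poly-A RNA, by quality filtering, alignment to the genome with TopHat 2 and counting with HTSeq. Tool versions, the treatment of reads that map to several genes, and whether counting used the strand are not given in the sources used here, so counts of near-identical gene copies are uncertain. The second deposited table holds a normalized signal, that is, the same counts that the authors divided by DESeq2 size factors. Dividing one table by the other gave 1 constant per library, with a largest relative spread of 9.8e-15 within a library, and the constants lay within 0.035% of median-of-ratios factors computed here. These values are on a linear scale. Of the 10442 gene models in the count table, 829 had no count in any library. The normalized table holds the 9167 gene models with a total of at least 85 counts over the 17 libraries, and the gene models left out held 0.0035% of all counts. The total count per library ranged from 10668073 to 16176027. All columns of the tables were matched to a library, and neither table had a row that names no gene.

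Differential transcription was tested on the counts as deposited with edgeR 4.0.16 in R 4.3.3. Genes were filtered with filterByExpr, which left 9162, libraries were scaled with TMM factors, and 1 quasi-likelihood model with the group as its only term was fitted over all 17 libraries. A gene was called higher or lower at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change above 1 or below -1. The study gives these thresholds but names both an FDR and a Bonferroni correction for its adjusted p, so Benjamini-Hochberg alone is a choice made here, and Bonferroni adjustment was run as an alternative. Standard errors of log2 fold changes were taken as the log2 fold change divided by the square root of the quasi-likelihood F statistic. The study used DESeq2 (version 1.42.0 here), which was kept as an alternative. Genes higher on all 3 plant substrates were those called higher on aspen, pine and wheat straw against both maltose and Avicel. Genes higher on a single plant substrate were called higher there against maltose, Avicel and both other plant substrates. Highly transcribed genes were called higher against maltose, with a mean log2(normalized count + 1) above 12 on the substrate and at most 12 on maltose and on Avicel. The study applied this level to nodes of a self-organizing map, and here it was applied gene by gene.

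The study's text and annotation supplied 3 lists of protein IDs, with predicted functions for all but 6394, 1391, 2712 and 4662: 9 genes that shared a node rich in secreted proteins (the cellulose list), 14 genes raised on plant substrates (the plant substrate list), and 2 predicted cytochrome P450 genes tied to pine. These lists were chosen by the study on libraries analysed here, apart from the xylan-galactomannan group, which it did not use. Lists were tested with fry, a rotation test (limma 3.58.1, voom values, 2-sided and directional), and with camera using an estimated correlation between genes. The 36 tests of 3 lists in 12 comparisons formed 1 family for adjustment. Besides these lists, the rule for naming genes took the 2 IDs with the largest and the 2 with the smallest log2 fold change. They were ranked by the weakest of the 3 plant substrates against maltose. Only genes called in all 3 whose replicates did not overlap with maltose were ranked. Genes to which the lists gave a predicted function were left out. The other genes were not screened for annotation, so a ranked ID may have a known function. For xylan-galactomannan against maltose and pine against aspen the rule took the 2 top genes in each direction, printed where a function was known. The study's annotation gave one for 2 of these genes (6432 and 5280) as KOG or EC codes. It was consulted for them only after the ranking had been seen, and the enzyme names are the general meaning of the codes. The files do not pair IDs with gene names, and 0 of the IDs matched the RefSeq gene table of the species, so genes are named by protein ID and no coordinates are given.

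Comparisons that share control libraries also share their chance deviations. Counts without any change were therefore simulated 20 times from the means, dispersions and library sizes of the real libraries. The scripts were also tested on simulated data with 200 genes changed on aspen by 1.5 to 3 on the log2 scale. In aspen against maltose 98.5% of these were recovered, with 1 false call among 9133 genes tested, and in aspen against Avicel 98% with 0 false calls.

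The design, the rule for naming genes and the following alternatives were set before the data were examined: RLE and upper-quartile factors, no filter, DESeq2, the replicate number as a block, only the groups compared in the fit, Bonferroni adjustment, no threshold on fold change, other levels for high transcription, camera, and leaving out each replicate in turn. Where this left Avicel with 1 library, that library was assumed to vary like the other groups. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 was used for summaries and plots.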

Results

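RNA-seq counts were analysed for 10442 gene models in 17 libraries of *P. cinnabarinus* CIRM-BRFM 137. The controls were a simple sugar, maltose, and pure cellulose, Avicel. The plant substrates came from a broadleaf tree (aspen), a conifer (pine) and a cereal (wheat straw), and xylan-galactomannan is made of hemicelluloses. The total count per library ranged from 13817859 to 14848831 on maltose, from 13724145 to 15112609 on Avicel and from 14110465 to 16176027 on xylan-galactomannan. It ranged from 14818467 to 15950092 on wheat straw, from 11296893 to 12530780 on pine and from 10668073 to 14984283 on aspen. The 10 genes with the most counts took 3.97 ± 0.262% of a library on maltose (SD, n = 3) and 11.7 ± 1.65% on Avicel (SD, n = 2). The other 4 groups lay between, from 5.65 ± 0.633% on xylan-galactomannan to 7.36 ± 0.259% on aspen (SD, n = 3 each).

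Replicates were compared before they were averaged. The SD over genes of the log2 difference between 2 replicates ranged from 0.200 (wheat straw 2 and 3) to 0.517 (xylan-galactomannan 1 and 2). The lowest chi-square per degree of freedom of a replicate pair was 8.50, so no replicate pair agreed within sampling noise. That does not tell separate cultures from separate preparations of 1 culture. Each library was counted as a separate culture because the study describes its cultures as independent. This description does not cover the xylan-galactomannan cultures, for which independence was assumed. Between groups the median SD of the log2 difference was larger, from 0.676 for pine and wheat straw to 1.12 for aspen and maltose. Xylan-galactomannan was closer to maltose (0.750) than any other substrate was, and aspen, pine and wheat straw were closer to each other (0.676 to 0.766) than to either control. The first principal component held 43.7% of the variance over 8690 genes and placed maltose at one end and the plant substrates at the other. The second held 17.6% and set Avicel apart.

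**Figure D1:**
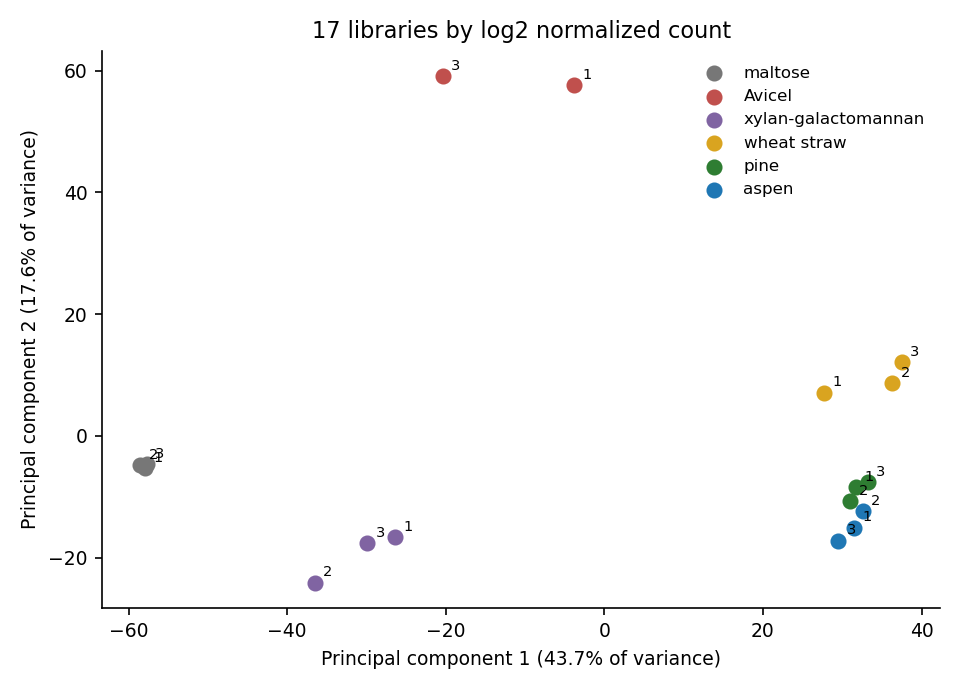
The 17 libraries on the first 2 principal components of log2(normalized count + 1), in units of the scores, with 1 point per library, its replicate number beside it and the colour showing the substrate. The maltose libraries lie between -58.5 and -57.7 on component 1, the plant substrates between 27.7 and 37.5, and the Avicel libraries at 57.6 and 59.1 on component 2.

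The first question was which genes respond to each substrate in comparison to maltose. The quasi-likelihood test of edgeR with Benjamini-Hochberg adjustment called 2114 of 9162 genes changed on aspen, of which 1196 were higher and 918 lower. On pine 2108 genes changed (1252 higher and 856 lower), on wheat straw 1435 (873 higher and 562 lower), on Avicel 1085 (551 higher and 534 lower), and on xylan-galactomannan 932 (639 higher and 293 lower). The alternative that moved these counts most was the removal of the threshold on fold change, which gave 5495 genes on aspen. Without it fewer genes were higher than lower on aspen (2680 and 2815), pine (2791 and 3007) and wheat straw (2066 and 2397). Upper-quartile scaling turned the split on pine, where 1069 genes were then higher and 1136 lower, and on Avicel, where 503 were higher and 604 lower. Because all 5 media held less maltose than the maltose medium according to the labels, these counts do not separate the substrate from the maltose concentration.

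**Figure D2:**
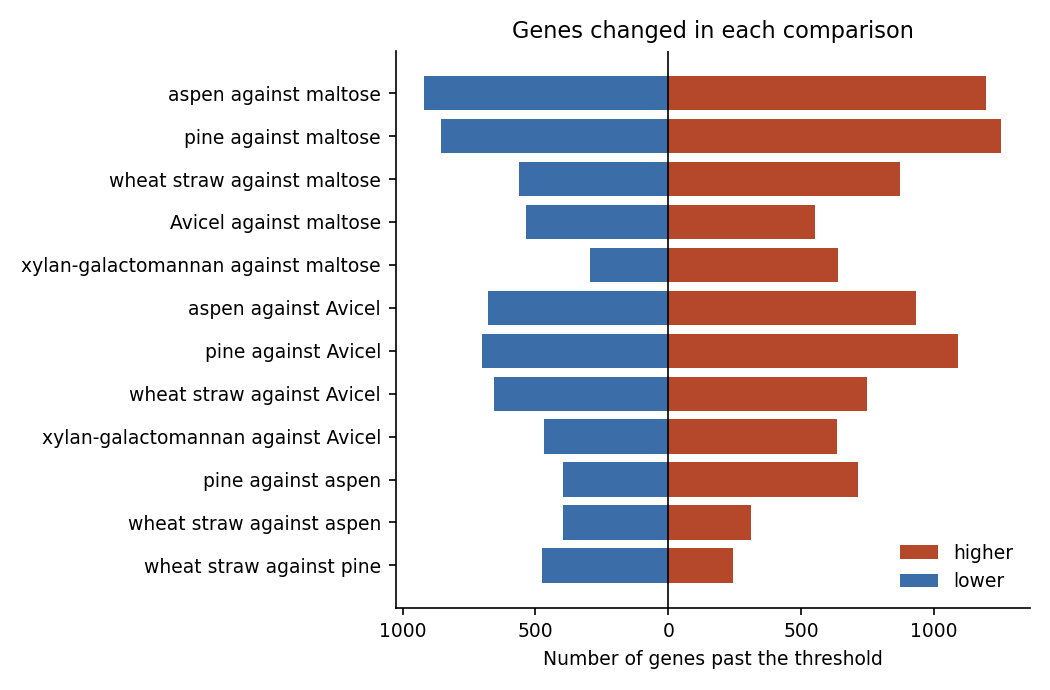
Number of genes called higher (bars to the right) and lower (bars to the left) in each of the 12 comparisons, at an adjusted p under 0.05 and a log2 fold change beyond 1. The longest bars belong to aspen (1196 higher) and pine (1252 higher) against maltose, and the shortest to wheat straw against pine (243 higher).

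Log2 fold changes against maltose were correlated across 9162 genes, which are not independent replicates. Pearson's r was 0.774 between aspen and pine, 0.830 between aspen and wheat straw and 0.829 between pine and wheat straw. Simulated groups without any change gave a mean r of 0.484 (highest of 20 simulations, 0.502), because they share the maltose libraries. For xylan-galactomannan r was 0.638 with aspen, 0.535 with pine and 0.523 with wheat straw, against 0.487 in the simulations. For Avicel it was 0.556, 0.527 and 0.619 with aspen, pine and wheat straw, against 0.434. The 3 plant substrates changed in one direction for 68.2% of genes, against 49.4% in the simulations. The simulated fold changes hold noise alone. Real ones spread more, with a median SD of the log2 difference of 1.12 for aspen and maltose and 0.278 between maltose replicates. The simulated values therefore do not give the part of a real r, or of the 68.2%, that the shared libraries bring.

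Avicel was the second control, used to set aside responses to cellulose. According to the labels it also had the same maltose concentration as the plant substrates. Against Avicel 1609 genes changed on aspen (932 higher and 677 lower), 1792 on pine (1090 higher and 702 lower), 1404 on wheat straw (749 higher and 655 lower) and 1102 on xylan-galactomannan (635 higher and 467 lower). Without the threshold on fold change fewer genes were higher than lower on aspen (2078 and 2123), pine (2375 and 2472) and wheat straw (1853 and 1940). These counts rest on 2 Avicel libraries. Without Avicel replicate 1 they were 1783 for aspen and 2028 for pine, and without Avicel replicate 3 they were 1441 and 1600.

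Genes with a higher level on complex plant biomass than on both controls were sought next. Of 623 genes higher on all 3 plant substrates than on maltose, 288 were also higher than on Avicel on all 3. The simulations without any change gave 0 in each of 20 draws, but they also gave 0 for the comparison with maltose alone. Since no gene changed in them, they do not show how many of the 288 owe their call to shared control libraries. Without Avicel replicate 1 the 288 became 341, and without Avicel replicate 3 they became 252. A response to Avicel was not ruled out by this selection, and 33 of the 288 genes were also called higher on Avicel than on maltose. In the opposite direction, 66 genes were lower on all 3 plant substrates than on maltose and Avicel. Of the 288 genes, 133 (46.2%) were also called higher on xylan-galactomannan than on maltose, compared with 7% of all genes tested. This comparison shares the maltose libraries.

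Genes that distinguish the plant substrates from each other were also counted. Between pine and aspen 1112 genes changed (715 higher and 397 lower on pine), between wheat straw and aspen 708 (313 higher and 395 lower on wheat straw), and between wheat straw and pine 718 (243 higher and 475 lower on wheat straw). Without the threshold on fold change 2148 genes were higher and 2352 lower on pine than on aspen, and upper-quartile scaling gave 625 and 472. In total 115 genes were higher on pine than on maltose, Avicel, aspen and wheat straw. The same selection gave 97 genes for aspen and 22 for wheat straw. With Bonferroni adjustment the pine count fell to 28, below the 62 for aspen, and with upper-quartile scaling pine had 93 and aspen 98, so the order of pine and aspen depended on the adjustment and on the scaling.

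The highly transcribed genes were those above 12 log2 on a plant substrate and not on maltose or Avicel. This selection kept 134 genes for aspen, 172 for pine and 99 for wheat straw, of which 62 were common to all 3. Of these, 104, 135 and 72 genes were also called higher against Avicel. A level of 13, for the substrate and for both controls, gave 79, 111 and 50 genes.

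The cellulose list was examined on every substrate. It holds 9 genes, with predicted products such as a GH7 family enzyme (protein ID 5845), an AA9-CBM1 lytic polysaccharide monooxygenase (5579), 2 CBM1-GH5_5 endoglucanases (1929 and 8616) and a GH131-CBM1 glucanase (1365), where CBM1 is a module that binds cellulose. On Avicel the median log2 fold change against maltose was 8.65, from 6.52 to 9.96, and all 9 genes were called higher. The median was 5.75 on wheat straw, 3.69 on aspen and 3.24 on pine. Between plant substrates, the list was higher on wheat straw than on aspen by a median of 2.79 (8 of 9 genes called) and than on pine by 2.70 (9 of 9). Since the study chose the list on these libraries, the counts are not independent evidence. The GH7 gene had 166800 ± 20700 normalized counts on Avicel (SD, n = 2), 4886 ± 617 on wheat straw (SD, n = 3), 594 ± 78.0 on pine (SD, n = 3), 460 ± 138 on aspen (SD, n = 3) and 228 ± 22.8 on maltose (SD, n = 3). Its log2 fold change on aspen was 0.99 ± 0.31 (SE, edgeR adjusted p = 0.011), just under the threshold, while RLE scaling and DESeq2 gave 1.01 and a call.

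The study did not use the xylan-galactomannan libraries when it chose the lists, but it did use the maltose and Avicel libraries that serve as references here, so the list tests below are not free of that choice. The cellulose list had a median log2 fold change of 0.89 there against maltose (range -0.06 to 2.77). Adjusted over the list alone 4 of the 9 genes were called higher, and over all genes tested also 4. Of these, 1365 was not called without xylan-galactomannan replicate 3 (0.67), and with Bonferroni adjustment 1365, 6394 and 8616 were not called, which left 1. The fry test gave an adjusted p of 2e-04 over 36 tests, whereas camera with an estimated correlation gave 0.21. Against Avicel the same list was lower by a median log2 fold change of -7.05, with all 9 genes called lower. The plant substrate list had a median of 1.01 on xylan-galactomannan against maltose (range 0.23 to 4.51). Here 8 of the 14 genes were called higher adjusted over the list alone, and 8 over all genes tested. Of these 8, the genes 8220, 8493 and 1192 lay at the threshold (1.01, 1.03 and 1.00) and were not called under upper-quartile scaling (0.97, 0.99 and 0.96) or without xylan-galactomannan replicate 1 (0.91, 0.91 and 0.89). The call was also lost for 8220 with Bonferroni adjustment and without maltose replicate 3 (0.96) or xylan-galactomannan replicate 3 (0.92), for 8493 without maltose replicate 3 (0.94), and for 1192 with the replicate block (1.00) and without maltose replicate 1 (0.97). The list as a whole was past the threshold under both set tests, with an adjusted p of 2.4e-08 for fry and 0.019 for camera. Under upper-quartile scaling the medians were 0.85 and 0.97. The plant list was higher than on Avicel as well, by a median of 0.87, but camera gave an adjusted p of 0.099 for this difference.

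**Figure D3:**
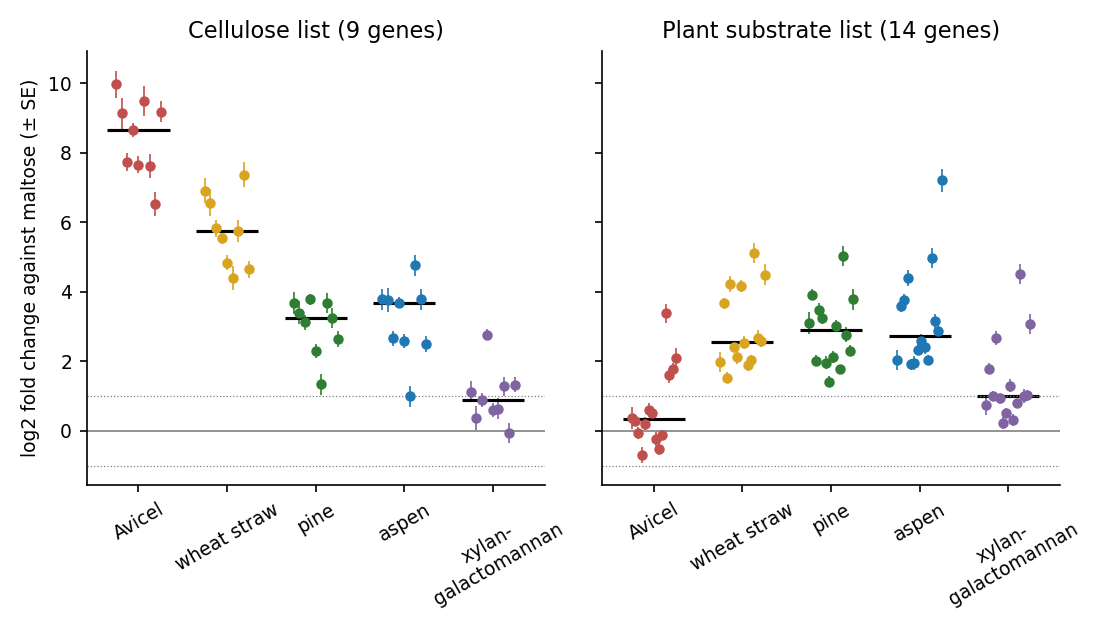
Log2 fold change against maltose (vertical axis, with SE) of the 9 genes of the cellulose list and the 14 genes of the plant substrate list on each of 5 substrates (horizontal axis), with 1 point per gene, black lines for medians and dotted lines at 1 and -1. The medians of the cellulose list go from 8.65 on Avicel to 0.89 on xylan-galactomannan, and those of the plant substrate list from 0.33 on Avicel to 2.90 on pine.

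All 14 genes of the plant substrate list were called higher than on maltose on aspen, pine and wheat straw, with medians of 2.73, 2.90 and 2.56. On Avicel the median was 0.33 and 4 genes were called. The AA1_1 laccase with protein ID 8672 had 71690 ± 4260 normalized counts on aspen (SD, n = 3), 10980 ± 1760 on wheat straw (SD, n = 3), 6758 ± 1620 on pine (SD, n = 3), 4121 ± 1180 on xylan-galactomannan (SD, n = 3), 2080 ± 923 on Avicel (SD, n = 2) and 479 ± 104 on maltose (SD, n = 3). Its log2 fold change on pine against aspen was -3.43 ± 0.28 (SE, edgeR adjusted p = 9.5e-08). The other laccase, 3446, rose most on wheat straw, by 4.16, compared with 2.33 on aspen and 1.42 on pine. The predicted GH2 mannosidase (1092) rose on aspen, pine and wheat straw by 3.58, 3.91 and 3.67. Pine and aspen were not distinguishable at the threshold, with a log2 fold change of 0.33 ± 0.14 (SE, edgeR adjusted p = 0.062). On xylan-galactomannan this gene had 1213 ± 115 normalized counts (SD, n = 3), compared with 430 ± 138 on Avicel (SD, n = 2) and 4193 ± 360 on aspen (SD, n = 3). A GH28 pectin-active enzyme (8001) had the largest log2 fold change of the list on xylan-galactomannan, 4.51.

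Both cytochrome P450 genes tied to pine were highest there. Protein ID 5741 had 5962 ± 978 normalized counts on pine and 2663 ± 964 on aspen (SD, n = 3 each), with a log2 fold change of 1.15 ± 0.21 (SE, edgeR adjusted p = 0.00029). Its level on wheat straw, 4187 ± 302 (SD, n = 3), was not distinguishable from pine, with a log2 fold change of -0.50 ± 0.21 (SE, edgeR adjusted p = 0.067). Protein ID 5611 had 5544 ± 2600 normalized counts on pine, 2160 ± 577 on aspen and 714 ± 203 on wheat straw (SD, n = 3 each). Against maltose it was called higher on aspen (3.39), wheat straw (1.78) and xylan-galactomannan (1.92) as well as on pine (4.73). With Bonferroni adjustment neither gene was called between pine and aspen. The call of 5741 was also lost without aspen replicate 3 (0.90), and that of 5611 without pine replicate 2 (0.89).

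Of the genes ranked for pine against aspen, 2 had an annotated function, which was looked up after the ranking was seen. A predicted homogentisate dioxygenase (6432) had 10380 ± 1890 normalized counts on aspen and 276 ± 53.7 on pine (SD, n = 3 each), a log2 fold change of -5.25 ± 0.21 (SE, edgeR adjusted p = 1.9e-11). Its mean on the other 4 substrates lay between 166 on maltose and 406 on wheat straw. A gene of the epoxide hydrolase family (5280) had 18700 ± 3100 normalized counts on pine and 1092 ± 171 on aspen (SD, n = 3 each), a log2 fold change of 4.08 ± 0.27 (SE, edgeR adjusted p = 8.9e-09). This gene was called lower on aspen than on maltose, which had 2931 ± 839 (SD, n = 3).

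**Figure D4:**
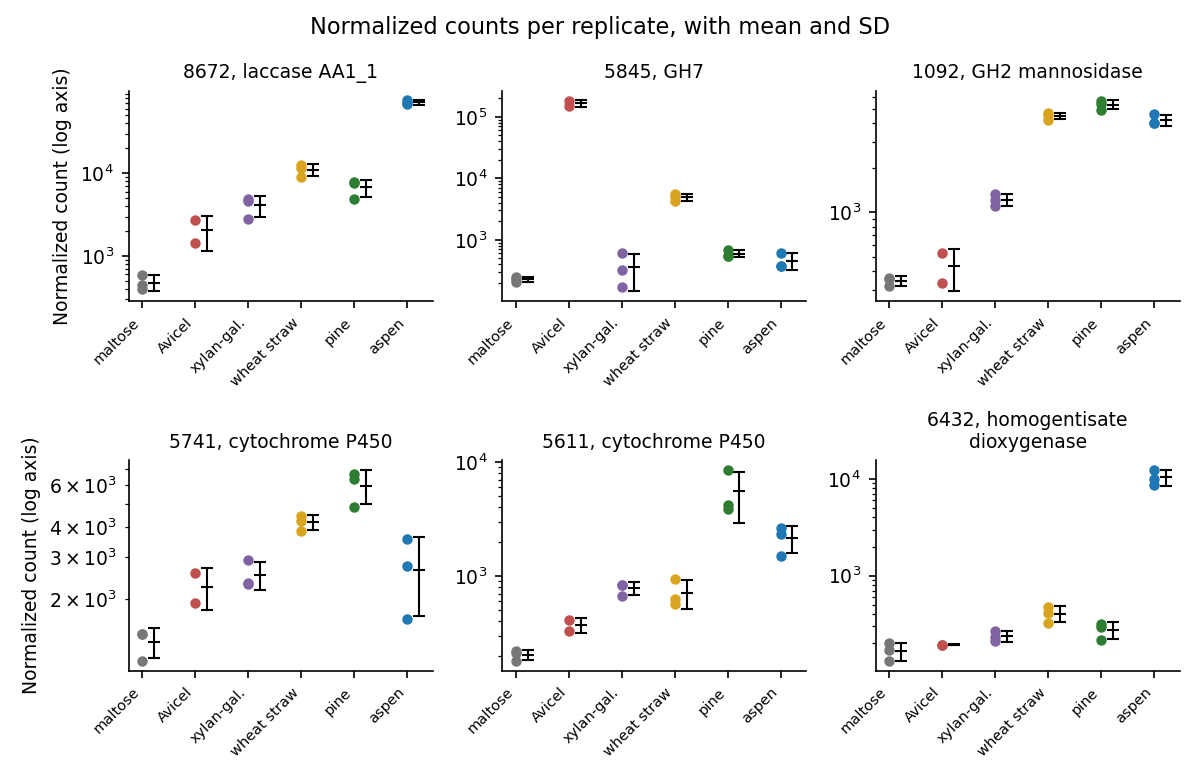
Normalized counts (vertical log axes) of 6 genes on each of 6 substrates (horizontal axes), with 1 point per replicate and black bars for the mean and SD, where xylan-gal. stands for xylan-galactomannan. The laccase 8672 and the homogentisate dioxygenase 6432 are highest on aspen (71690 and 10380 counts on average), and the GH7 gene 5845 on Avicel (166800).

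Genes common to the 3 plant substrates were ranked, apart from those to which the lists gave a predicted function. Among them, protein IDs 5863 and 8640 had the largest rise common to the 3 plant substrates. The ranked genes were not screened for annotation, so these IDs may have a known function. Protein ID 5863 had 3 counts in total over the maltose libraries, and its mean normalized count was 1110 times higher on aspen (95% exact Poisson interval 379 to 5370, for the error of the 3 counts only). Its mean on Avicel, 36420 ± 11600 (SD, n = 2), was above that on wheat straw, 10320 ± 3550 (SD, n = 3). Protein ID 8640 rose from 37.9 ± 3.07 normalized counts on maltose (SD, n = 3) to 12000 ± 5450 on aspen, 20240 ± 4440 on pine and 158600 ± 54900 on wheat straw (SD, n = 3 each), and it took the most counts of all genes in both Avicel libraries. The largest common falls were those of 7524 and 4292. Protein ID 7524 fell from 32940 ± 7440 on maltose to 271 ± 216 on aspen and 229 ± 220 on pine (SD, n = 3 each). On wheat straw its 3 replicates ranged from 1.67 to 406 normalized counts. With Bonferroni adjustment the falls of this gene were not called.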

Values the study reported

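The study treated genes above 12 log2 normalized read counts as highly transcribed, and described that level as lying approximately above the 75th percentile of all genes. It called genes at a log2 fold change above 1 with an adjusted p under 0.05, for which it names both FDR and Bonferroni corrections.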

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

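All settings reported here were planned before the data were examined, and the count of renumberings below was chosen after the result was seen. For 19 counts of genes, 278 of 311 recomputed values lay within 1.5 times the reported count and 33 did not. For the 2 lists on xylan-galactomannan, 19 of 20 recomputed values kept their direction and their side of the threshold on p (0.05). The median of the plant substrate list crossed a log2 fold change of 1 in 4 of them, from 1.01 to 0.97 with upper-quartile factors, 0.95 without maltose replicate 3, and 0.91 and 0.97 without xylan-galactomannan replicates 1 and 3. Scaling (RLE, upper quartile), DESeq2, the absence of a filter and fits with only the groups compared moved none of the 19 counts by more than 1.5 times.

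The threshold on fold change moved 16 counts. Without it, 5495 genes changed on aspen, 5798 on pine, 4463 on wheat straw, 3044 on Avicel and 4051 on xylan-galactomannan against maltose. Against Avicel the counts were 4201 for aspen, 4847 for pine, 3793 for wheat straw and 3679 for xylan-galactomannan. They were 4500 for pine against aspen, 2735 for wheat straw against aspen and 3769 for wheat straw against pine. The genes higher on all 3 plant substrates became 692, and those higher on a single one became 485 for aspen, 658 for pine and 108 for wheat straw. By construction, smaller changes then count, and the excess of higher genes turned into an excess of lower genes for aspen, pine and wheat straw against maltose and against Avicel, for pine against aspen (2148 higher and 2352 lower) and, by 2 genes, for Avicel against maltose (1521 and 1523).

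Bonferroni adjustment moved 13 counts. It gave 619 genes for Avicel and 482 for xylan-galactomannan against maltose. Against Avicel it gave 1000 for aspen, 1050 for pine, 844 for wheat straw and 547 for xylan-galactomannan. It gave 634 for pine against aspen, 412 for wheat straw against aspen and 343 for wheat straw against pine. The genes higher on all 3 plant substrates became 167, and those higher on a single one 62 for aspen, 28 for pine and 14 for wheat straw. The stricter adjustment lowers every count by construction.

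A level of 13 log2 left 79, 111 and 50 highly transcribed genes on aspen, pine and wheat straw. A level of 11 gave 202 on aspen. The level is both the floor on the substrate and the ceiling on maltose and Avicel, so both moved with it. The median of the cellulose list on xylan-galactomannan was 0.89 under fry and camera, but camera with an estimated correlation gave an unadjusted p of 0.16, whereas over the other settings p for this list ranged up to 0.0011. The cause was not tested.

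Upper-quartile scaling shifted the median log2 fold change of all genes by -0.122 on pine against maltose, and by less than 0.1 in the other comparisons. Relative to 1252 higher and 856 lower genes there, it gave 1069 and 1136, so the share of higher genes went from 59.4% to 48.5%. For wheat straw against pine the share went from 33.8% to 45.5% (322 higher and 386 lower). The excess of genes higher on pine than on maltose therefore depended on the scaling. So did the small excess on Avicel against maltose, which went from 551 higher and 534 lower to 503 and 604. It also depended on the Avicel libraries, with 516 higher and 525 lower without Avicel replicate 1, and 680 and 498 without Avicel replicate 3. For xylan-galactomannan against maltose more genes were higher than lower under each scaling, with 583 higher and 341 lower under upper-quartile factors.

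Replicate numbers are shared between groups in the labels, so the replicate number was also fitted as a block. Same-numbered libraries deviated together in some pairs of groups only. Over 40 pairs the correlation of deviations across genes had a median of 0.054 and ranged from -0.265 to 0.289, and 13 pairs exceeded 0.1. These included 9 of the 15 pairs of replicate 1 and all 3 pairs of aspen with xylan-galactomannan (0.170, 0.139 and 0.289). The mean was 0.051, and only 358 of 7776 ways to number the replicates gave a mean as high. This speaks for a weak tie between same-numbered libraries, though the count was chosen after the result was seen. With the replicate block 2109 genes changed on aspen against maltose, 286 genes were higher on all 3 plant substrates, and the list medians were 0.89 and 1.01. The block moved none of the 19 counts beyond 1.5 times, and of 146 named-gene comparisons 1 call was lost (1192 on xylan-galactomannan, at 1.00).

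Leaving out 1 replicate moved none of the 19 counts by more than 1.5 times. The range was 2036 to 2158 for aspen and 2002 to 2171 for pine against maltose, 874 to 1141 for xylan-galactomannan against maltose, 911 to 1275 for pine against aspen and 252 to 341 for the genes higher on all 3 plant substrates. The cellulose list ranged from 0.66 to 1.00 and the plant substrate list from 0.91 to 1.10.

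For named genes, 1960 of 2018 recomputed fold changes kept their call, 24 lost it, 27 gained it and 7 changed sign, each with a replicate left out. All of these 7 concerned fold changes that were not called. The comparisons of 1092 other than those against maltose were added to this set after their values had been seen. On Avicel against maltose, the log2 fold change without Avicel replicate 1 and without Avicel replicate 3 was -0.20 and 0.02 for 7245, -0.34 and 0.24 for 1192, -0.57 and 0.97 for 929, and -0.05 and 0.62 for 1092, the lowest and highest values of each. On xylan-galactomannan against maltose, 6605 ranged from -0.25 (without xylan-galactomannan replicate 2) to 0.11 (without its replicate 1), with 0.03 without maltose replicate 2. For 2712 the range was -0.04 (without xylan-galactomannan replicate 1) to 0.43 (without its replicate 2). The cause was not tested. With at least 10668073 counts per library, depth limits mainly genes with few counts, such as 5863 on maltose.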

Other observations

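The tests on Avicel 1 for a wrong label, RNA of another culture and other replicate pairs, those on the maltose concentration, on mannan, and on replicate spread and same-numbered libraries for xylan-galactomannan, and the counts of other splits were chosen only after the result was seen.

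The 2 Avicel libraries differed along the change from maltose to the plant substrates. Across 8690 genes, the log2 difference Avicel 1 minus Avicel 3 correlated with the mean log2 change of the plant substrates against maltose (Pearson's r = 0.425, across genes, which are not independent replicates). Low counts do not account for it, since r was 0.462 among 3013 genes with a mean above 10 log2. Among 12 replicate pairs of the plant and xylan-galactomannan groups the largest absolute r was 0.220. A library of another of the 5 groups under the wrong label is also argued against, because the cellulose list had a median of 15.77 log2 in Avicel 1 and 15.19 in Avicel 3, while the highest library elsewhere had 13.11. RNA of a plant substrate culture in the Avicel 1 library cannot be told apart from other sources. To bring r to the 0.220 of the other pairs by subtraction, over the genes with a remainder above 0, the library would need to hold 6.7% RNA of an aspen, 6.9% of a pine or 10.1% of a wheat straw culture. Of the 2870, 2913 and 2959 genes with at least 1000 normalized counts in each library of the substrate, 13, 10 and 22 lay in Avicel 1 below that share of the lowest of these libraries, and 6, 4 and 10 of them by more than 2-fold. Only 29, 22 and 34 genes were low enough in Avicel 3 to show such RNA, and among genes of this kind a left-out library of the substrate had at most 1, 1 and 2 genes that far below the others. These genes go against shares of that size. With genes left without a remainder counted at 0, however, shares of 3.0, 4.2 and 3.2% were enough, with 0, 2 and 3 genes more than 2-fold below, so the share that the pattern needs is not settled. This was the last of several ways tried to bound the share. Over 42 genes at least 4-fold lower on the plant substrates than on maltose, the median difference Avicel 1 minus Avicel 3 was -0.19, but another replicate pair differed by 0.43, so these genes decide nothing. A difference in the progress of the cultures may also be the source, and with 1 library on each side it was not tested. The choice matters for the second control: without Avicel replicate 1, 341 genes were higher on all 3 plant substrates, and without Avicel replicate 3, 252.

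According to the labels the maltose medium held 20 g/l maltose and the others 2.5 g/l, whereas the study's text calls each substrate the only source of carbon. On the labels, the lower starting sugar is a candidate explanation for changes against maltose. It forbids differences between media with one maltose concentration. The 288 genes that were higher on aspen, pine and wheat straw than on maltose and on Avicel differ at one concentration, and the lower maltose is argued against as their whole cause. Of the 623 genes higher on the 3 plant substrates than on maltose, 34.7% were also called higher on Avicel and 44.9% on xylan-galactomannan, where 6% and 7% of all tested genes were called, in comparisons that share the maltose libraries. On all 5 substrates 123 genes were higher than on maltose, of which 19 passed the threshold in none of the 7 comparisons run among the 5. In the opposite direction 61 genes were lower on all 5, of which 22 passed it in none of these comparisons. Xylan-galactomannan was not compared with aspen, pine or wheat straw gene by gene. For these 19 higher and 22 lower genes the substrates and the lower maltose cannot be told apart. The reason is that no medium had 2.5 g/l maltose alone among the libraries analysed. The question stays open also if the 5 media had no maltose.

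The fold changes on xylan-galactomannan against maltose ran closer to aspen than to pine, but the source of this was not settled. With no library shared between the sides, xylan-galactomannan minus maltose correlated with aspen minus pine across 8690 genes (r = 0.198). Differences between 2 replicates of aspen or of pine, where no substrate changes, gave an absolute r of up to 0.277. These are differences of single libraries that hold replicate noise alone. They do not give the spread of a difference between groups, so they set no limit for the 0.198. The 3 xylan-galactomannan libraries gave values from 0.134 to 0.237, and leaving out an aspen, pine or maltose library gave 0.174 to 0.241. Because same-numbered libraries of aspen and xylan-galactomannan deviated together, single libraries with no number shared between the sides were also used, and r ranged from 0.073 to 0.288. Because the sides share no library, shared maltose libraries cannot produce the 0.198. The values of the 3 libraries argue against a single xylan-galactomannan library as its whole source. Pairs with a shared number gave 0.256, -0.039 and 0.33. The values without a shared number were also positive, so the 0.198 does not rest on same-numbered pairs alone. Without a limit for replicate noise, these values do not decide whether a single library or such a tie is the source. With Avicel in place of maltose r was 0.074, so its size depended on the reference. A common response and replicate noise were not told apart.

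The predicted GH2 mannosidase 1092 was higher on xylan-galactomannan than on maltose by 1.79 log2 and than on Avicel by 1.51, both called. Mannan in the substrate is a candidate explanation. The gene did not separate pine from aspen (0.33), and its level on xylan-galactomannan was below that on aspen, pine and wheat straw. Since that medium held xylans beside galactomannans, and the mannan in the other substrates was not measured here, the data do not decide whether mannan or another component raised it.

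Genes above 12 log2 made up 6.12% of the 9167 normalized genes by their mean over all libraries, and 5.38 to 8.43% in single libraries. By group means, 12.26% were above it on at least 1 of the 6 substrates and 11.8% on at least 1 of the 5 that the study used. Each of these shares of genes is lower than the one implied by the percentile quoted from the study above, which the study tied to a selection of nodes. The 75th percentile of the mean lay at 10.39 log2.

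For 7 comparisons of 3 against 3 libraries, for the 3 counts of highly transcribed genes and for the 2 list medians on xylan-galactomannan, other splits of the same 6 libraries were tried. In each case 1 of the 10 splits, the real one, gave a result as large, and no other split called a gene. With 10 splits the share cannot go below 0.1, so chance in the grouping cannot be excluded by this count.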
